A study of Mus musculus with 2 samples.

How the data were processed

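Cervix cells of ovariectomised C57BL6/129 mice aged 7 to 8 weeks were profiled in 2 libraries, an untreated control and a progesterone group, with 9 mice pooled per library, per the labels' protocols. Mice recovered for 2 weeks after surgery and were studied over 15 days. The progesterone group received 100 µg of E2 per day for 2 days by subcutaneous injection in corn oil and then a 25 mg pellet made to release progesterone over 21 days, about 1 mg per day. Cervix was dissected below the transition zone with vaginal tissue removed. Cells were released with a cold protease for 60 min at 4 °C and passed through a 40 µm strainer. Libraries were made with the 10x Genomics 3′ kit, version 3.1, and sequenced on a NextSeq 2000 with a 90 bp cDNA read. All of this is per the labels' protocols.

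The deposited matrices hold raw UMI counts per gene and cell barcode, as whole numbers, per the file headers. The headers state a matrix format and a software version of 3.0.2 and no aligner, genome build or annotation. The matrices are named as filtered, and every deposited barcode had at least 500 UMIs, as read from the values. The files list 31053 genes by Ensembl identifier and symbol, in the same order in both libraries. Of these identifiers 30934 are in GENCODE mouse release 21 (GRCm38), which was the source of the positions given. Symbols shared by several identifiers, 35 in number, were kept apart by identifier. Empty droplets and the reads themselves were not used here. No vehicle-treated library was used here.

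Barcodes with at least 200 genes and at most 20% mitochondrial UMIs were kept. Doublets were scored in each library with Scrublet as provided in scanpy, and the cells with the highest scores were left out at 0.8% per 1000 cells. That made 181 control and 680 progesterone doublets. Cells of both libraries were clustered together after scaling to 10000 counts and log transformation, on 2000 variable genes, 30 principal components and 15 neighbours, with Leiden resolution 1 and random seed 1. Mitochondrial genes and the 85 genes of the 9 fixed lists took no part in the clustering, so that no list gene defined the groups it was compared in.

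Clusters were named from fixed markers of 19 classes. A cluster's score for a class was the mean over its markers of the log2 ratio of the cluster's CPM plus 10 to the median CPM of all clusters plus 10. A name needed a score of at least 0.75, a lead of at least 0.5 over the next class and at least 3 detected markers, where a detected marker had at least 50 CPM and 2-fold the reference. A cluster with markers of another tissue and at least 2000 CPM of Krt5 stayed unnamed as mixed, and so did one with more markers of another class among its top 10 genes. The markers were fixed, but these thresholds were adjusted over several rounds after the clusters had been seen. Names are therefore written as X-like. A shallow cluster, with a median depth far under that of its library and no marker among its top 10 genes, would also stay unnamed. Squamous-like cells are clusters that pass these rules with basal and suprabasal markers counted as 1 class, which adds cluster 4. Shares are of all analysed cells, the unnamed ones included.

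UMIs were summed per class and library and scaled to 1000000 UMIs of the class (CPM). Ratios of progesterone over control CPM have exact conditional binomial intervals, levels exact Poisson intervals and shares exact Clopper-Pearson intervals, all at 95% and for counting error only. With 1 library per group no test of the groups was possible. Classes with at least 50 cells in each library were compared gene by gene. A fold against 0 counts was computed against a floor of 3 counts per class and library and is given as a lower bound. A log2 ratio of a single gene had a count of 0.5 added to both sums. The depth of 753992 UMIs in control luminal-like cells, against 9029479 in progesterone ones, limits the luminal values.

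Gene lists were secretory (20 genes), progenitor, steroid receptor, progesterone response, estrogen response, proliferation, cornified, and hyaluronan and matrix, besides Olfm4 alone. Ltf and Muc1 are in both the secretory and the estrogen response list, and Pgr in both the steroid receptor and the estrogen response list. Prox1 of the progenitor list is also a lymphatic marker and Dcn of the matrix list a fibroblast marker. For each list and class, the median log2 ratio over genes with at least 20 UMIs was set against 10000 random lists of the same size matched on mean expression in 20 bins. The percentile describes these libraries. Shares of cells with a UMI were taken after thinning each cell to 2000 UMIs, leaving out shallower cells. Thinning cannot raise a cell's count, so a thinned share above the unthinned one comes from the cells left out. A cell counted as cycling with at least 2 UMIs of the proliferation list.

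Genes were named by a fixed rule. In each class these were the 5 genes highest and the 5 lowest with progesterone by the interval bound nearest to 1. They needed at least 100 UMIs in the library where they were higher and a CPM there of at least 0.25 of their highest in any class, which leaves out most free RNA. For Olfm4-positive against negative luminal-like cells it was the 10 highest and 5 lowest genes with the same direction in both libraries. Mitochondrial, ribosomal protein and hemoglobin genes and names without a symbol were left out. Any gene of the fixed lists was open to naming, and those shown were picked after their values were seen. A result for 1 gene of these lists is not reported here.

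The markers, lists, naming rule for genes, comparisons and most alternatives were chosen before the data were examined. The alternatives were a stricter cell filter (at least 1000 UMIs and at most 10% mitochondrial UMIs), no doublet removal, Leiden resolutions of 0.5 and 2, each library clustered apart, TMM factors, CPM without mitochondrial, ribosomal protein and the 20 top genes, the mean of each cell's CPM, other low-count filters, other thinning depths and other UMI thresholds. The 2 alternatives added after seeing the data counted clusters 11 and 16 as luminal-like, or took luminal cells by Krt8 and Krt18 UMIs. Lists of keratin, nuclear RNA, leukocyte, interferon, urothelial, uterine and luminal secretory genes served the tests of explanations.

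The ratio and list steps were tested on simulated sums for luminal-like cells, progesterone against control, with 11061 genes of which 200 were changed. Counts were drawn with counting error only, so a wider spread between cells was not part of the test. The naming rule was run there without its limit against other classes and without its left-out names. Intervals held the true ratio for 95.5% of the changed genes, all 10 genes picked by the naming rule were changed ones, and 4.5% of 200 unchanged lists fell outside the central 95% of percentiles. Thinning was tested apart, on simulated cells of a shallow and a deep fixed depth that shared a rate. It brought shares of 68.75% and 98.25% in shallow and deep cells to 61.2% and 64.1%. No simulated cell was shallow enough to be left out, so the effect of leaving out cells was not tested.

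Python 3.11.15 was used with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scanpy 1.11.5, anndata 0.12.19, scikit-learn 1.9.0, igraph 0.11.9 and matplotlib 3.10.9. TMM factors came from edgeR 4.0.16 in R 4.3.3.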

Results

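Single-cell RNA sequencing was used to count transcripts in cells of the mouse cervix from 2 groups of ovariectomised mice, with 1 library of 9 pooled mice per group. Ovariectomy removes the ovaries and with them the main source of sex hormones. The control mice received no treatment. The progesterone mice received estradiol (E2) at 100 µg per day for 2 days and then a 25 mg progesterone pellet that releases about 1 mg per day. The study asks about olfactomedin 4 (Olfm4) as a label of precursors in the luminal epithelium, the lining of the canal, and about the secretory cells that descend from them. The comparison of the 2 libraries shows where Olfm4 and secretory genes were read with and without the hormone treatment. The libraries differed in estradiol priming, injections and pellet as well as in progesterone, and a pool of 9 mice gives 1 value per group. There are no replicates and no test between the groups. Intervals are 95% intervals that cover counting error only, exact Poisson for counts, exact Clopper-Pearson for shares and exact conditional binomial for ratios.

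The control library held 5368 barcodes with 21658684 unique molecular identifiers (UMIs) and a median of 3062 UMIs per barcode. The progesterone library held 10853 barcodes with 44811069 UMIs and a median of 3757. After the cell filter and the removal of called doublets, 4579 control cells with a median of 3733 UMIs and 1369 genes remained. In the progesterone library 8541 cells remained, with a median of 4151 UMIs and 1492 genes. The filter removed 11.3% of control and 15.0% of progesterone barcodes, and the doublet step a further 3.803% and 7.37% of the barcodes that passed.

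Luminal-like cells, which were named by keratins and junction genes of columnar epithelium such as Krt8 and Krt18, were 213 of 4579 control cells, a share of 4.65% [4.06 to 5.30]. In the progesterone library they were 1833 of 8541 cells, or 21.5% [20.6 to 22.3]. The progesterone share was above the control share under all 7 alternatives, with control shares from 2.27 to 13.2% and progesterone shares from 20.3 to 36.7%. Squamous-like cells made up 61.7% [60.2 to 63.1] of control and 52.5% [51.5 to 53.6] of progesterone cells, but in 5 of 5 alternatives that regroup these cells the progesterone share was the higher one, for example 46.8% against 56.1% under a stricter cell filter. Basal squamous-like cells were 16.6% [15.6 to 17.7] of control and 35.6% [34.6 to 36.6] of progesterone cells, higher with progesterone in each of the 5. With the libraries clustered apart the basal shares were 36.2% and 37.1%, and their intervals overlapped. Suprabasal squamous-like cells were 32.9% [31.5 to 34.3] and 15.6% [14.8 to 16.3], and this order turned around in 2 of 5 alternatives.

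The smaller classes were neutrophil-like cells with 7.45% [6.70 to 8.25] of control and 5.19% [4.73 to 5.68] of progesterone cells, and macrophage-like cells with 3.71% [3.18 to 4.30] and 1.33% [1.10 to 1.60]. The macrophage order turned around in 2 of 5 alternatives. Fibroblast-like cells made up 1.73% [1.37 to 2.15] and 1.49% [1.24 to 1.77]. Blood endothelium-like cells made up 0.939% [0.680 to 1.26] and 0.726% [0.557 to 0.930], so neither difference was beyond the counting intervals. Erythrocyte-like cells were 0.917% [0.662 to 1.24] of control and 1.70% [1.43 to 1.99] of progesterone cells.

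**Figure D1:**
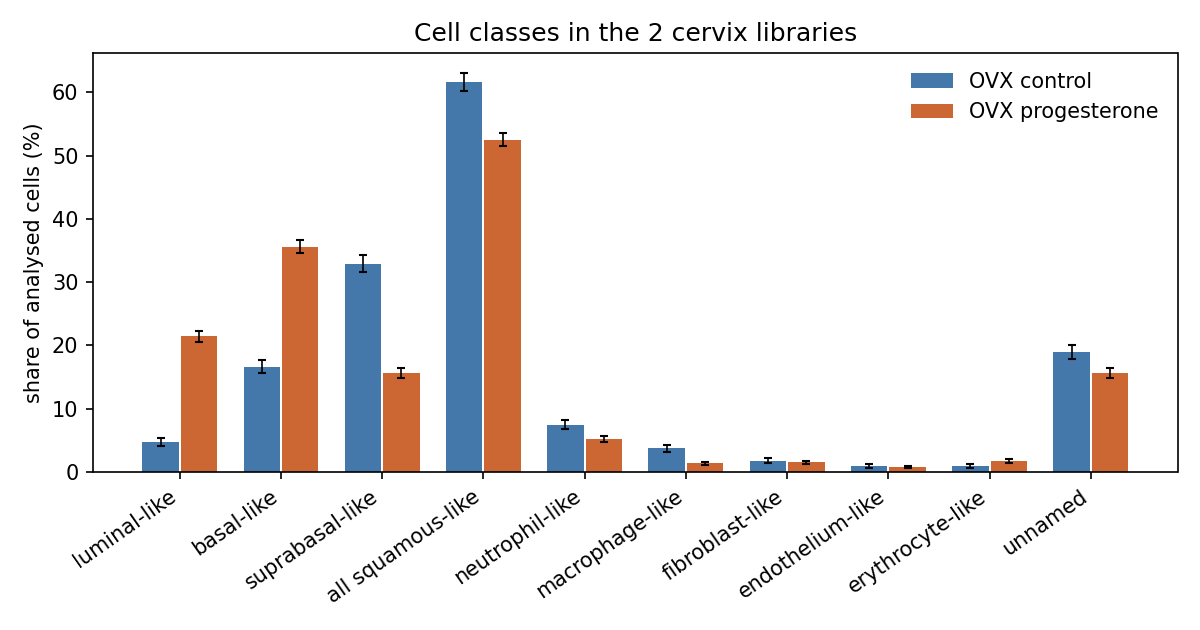
Share of analysed cells (percent, vertical axis) in each class for the control and the progesterone library, with 95% exact binomial intervals as error bars. Luminal-like cells were 4.65% of control and 21.5% of progesterone cells.

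Clusters that met no class name held 18.9% [17.8 to 20.1] of control and 15.6% [14.8 to 16.4] of progesterone cells. The thresholds that left them unnamed were set after the clusters had been seen. Cluster 2, with neutrophil markers beside Krt5, held 4.54% of control and 0.0585% of progesterone cells. Cluster 11, which scored nearly as high for neutrophil as for luminal markers, held 7.82% and 0.539%, and cluster 16, with a like tie, 0.437% and 0.234%. Cluster 6 held 0.502% and 3.73%, cluster 10 held 3.73% and 9.68%, and cluster 22 held 0.0437% and 0.386%. Clusters 17 and 20, of mixed immune markers, held 0.852% and 1.00% of control and 0.398% and 0.539% of progesterone cells. Cluster 4 held 12.2% and 1.37%; it had no basal or suprabasal name but was counted among the squamous-like cells. Counting clusters 11 and 16 as luminal-like, an alternative chosen after seeing the data, gave 12.9% luminal-like control cells. Taking instead all cells with at least 3 UMIs of Krt8 and Krt18 among 2000, also chosen after seeing the data, gave 10.1% of control and 36.7% of progesterone cells.

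The luminal-like cells came from 4 clusters that the libraries shared only in part. Cluster 1 held 97 control and 667 progesterone cells, cluster 14 held 113 and 16, cluster 15 held 3 and 1112, and cluster 23 held 0 and 38. A cluster that comes mostly from 1 library may be that library and not a cell type.

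Olfm4 (ENSMUSG00000022026; GRCm38 chromosome 14, 79984081 to 80023139, plus strand, protein coding) had 1986 UMIs in the control library, or 98.7 CPM [94.4 to 103] over all analysed cells. The progesterone library had 15935 Olfm4 UMIs, or 418 CPM [412 to 425]. CPM is the count of a gene scaled to 1000000 UMIs of the cells named. The cells named luminal-like held 67.4% of the control and 95.2% of the progesterone UMIs of Olfm4. With each cell thinned to 2000 UMIs, 5.70% [4.90 to 6.58] of control and 14.5% [13.6 to 15.3] of progesterone cells had an Olfm4 UMI, with 1559 and 1946 shallower cells left out. Without thinning the shares were 6.88% and 16.5%.

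Within luminal-like cells the Olfm4 level was 1775 CPM [1681 to 1872] in the control and 1680 CPM [1653 to 1707] in the progesterone library, a ratio of 0.947 [0.895 to 1.00] or −0.08 on the log2 scale. That value depended on which control cells were named luminal-like. Every relabelling of the cells gave a higher progesterone level, with log2 ratios from 1.12 at Leiden resolution 2 to 2.43 without doublet removal. Leaving out the mitochondrial, ribosomal protein and 20 most abundant genes, which raised every luminal log2 ratio by 0.16, gave 0.086, and averaging each cell's CPM gave 0.14. Among control cells, Olfm4 stood at 2433 CPM [2300 to 2571] in cluster 14, 317 [248 to 400.4] in cluster 1 and 165 [149 to 182] in the unnamed cluster 11. Cluster 14 alone held 63.3% of the control library's Olfm4 UMIs. In progesterone cells the level was 2226 CPM [2188 to 2264] in cluster 15, which held 83.6% of that library's Olfm4 UMIs, and 666.5 [636 to 699] in cluster 1. Within cluster 1, with at least 97 cells of each library, the Olfm4 level was thus higher in the progesterone library, and within cluster 14 it was lower, at 1244 CPM [1018 to 1506] in 16 progesterone cells.

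The share of luminal-like cells with an Olfm4 UMI was 58.5% [50.1 to 66.6] in the control and 52.1% [49.6 to 54.6] in the progesterone library after thinning, which left out 66 and 258 cells. The intervals overlap, so no difference was detectable at this depth. Without thinning the shares were 61.0% and 56.9%, at median depths of 2766 and 4796 UMIs. Every relabelling put the control share below the progesterone share, with 25.8% against 49.0% without doublet removal, whereas thinning to 4000 UMIs put it above, at 74.0% against 53.1% with intervals apart. In squamous-like cells, used as the background, the thinned shares were 0.921% [0.571 to 1.41] and 1.91% [1.52 to 2.38], at median depths of 4822 and 4892 UMIs and with 545 and 305 cells left out. Unthinned they were 1.77% and 4.44%.

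The Olfm4 level in squamous-like cells was 8.43 CPM [7.03 to 10.0] in the control and 9.84 [8.62 to 11.2] in the progesterone library, with 4.67 and 9.68 CPM in basal and 12.2 and 10.8 CPM in suprabasal cells. Neutrophil-like cells had 91.7 CPM [56.0 to 142] and 103 [73.9 to 140]. Macrophage-like cells had 3.33 CPM [0.0844 to 18.6] and 15.6 [5.07 to 36.4], and fibroblast-like cells 65.3 [24.0 to 142] and 19.6 [8.45 to 38.6]. Erythrocyte-like cells had 49.4 CPM [24.7 to 88.4] and 113 [90.0 to 139]. Of these cells 81.0% of control and 72.4% of progesterone ones had a Krt5 UMI, at 3059 and 1309 CPM. Erythrocyte-like droplets thus also held epithelial RNA. Endothelium-like cells had 0 Olfm4 UMIs in the control, which allows up to 49.2 CPM by 3 counts, and 181 CPM [118 to 265] in the progesterone library. The progesterone level rests on 26 UMIs in 4 of 62 cells, so a few droplets carried it.

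**Figure D2:**
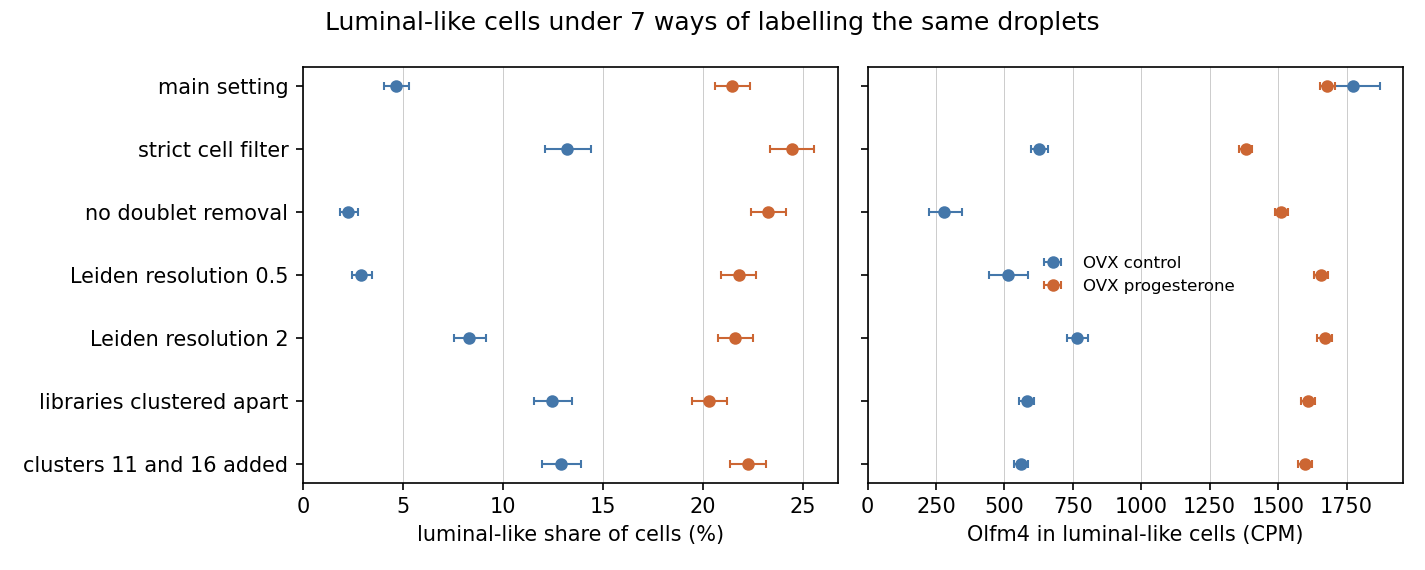
Luminal-like share of analysed cells (percent, left) and Olfm4 level in luminal-like cells (CPM, right) for both libraries under 7 labellings of the cells. The progesterone share lies above the control share in each, while the control Olfm4 level falls from 1775 CPM to between 280.1 and 766 CPM when the labels change.

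Muc5b (ENSMUSG00000066108; GRCm38 chromosome 7, 141839070 to 141873084, plus strand, protein coding), which encodes a gel-forming mucin, had 2574 CPM [2461 to 2691] in control and 7963 [7905 to 8021] in progesterone luminal-like cells. The ratio of 3.09 [2.96 to 3.24] is 1.63 on the log2 scale, and relabelling the cells raised it to values from 2.91 to 3.94. Over all analysed cells Muc5b stood at 119.9 CPM [115 to 125] and 1998 [1984 to 2012]. Of the luminal-like cells 29.9% [22.7 to 38.03] of control and 89.7% [88.1 to 91.2] of progesterone cells had a Muc5b UMI after thinning, and 26.8% and 89.0% before it, with the same cells left out as for Olfm4. The Muc5b level of squamous-like cells is given with their other values.

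The 18 secretory genes with at least 20 UMIs had a median log2 ratio of 0.65 in luminal-like cells, above all of 10000 random lists matched on expression (percentile 100), with 12 genes higher and 6 lower in the progesterone library. The median over all 11087 genes of that class was 0.07. Without doublet removal the secretory median rose to 1.80. Outside Muc5b, the ratio of progesterone over control CPM was 7.41 [6.54 to 8.42] for Wfdc18, 5.54 [4.25 to 7.37] for Pigr, 1.98 [1.70 to 2.33] for Galnt6, 1.82 [1.53 to 2.17] for Spdef, 1.49 [1.43 to 1.56] for Agr2 and 1.33 [1.29 to 1.37] for Tff1. These genes and those named below from the lists were picked for mention after their values were seen. Wfdc18 turned to −0.13 on the log2 scale under the stricter cell filter. Ltf fell by 1.45 and Lcn2 fell by 4.05 on the log2 scale, and Muc16 had a ratio of 0.211 [0.156 to 0.288].

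**Figure D3:**
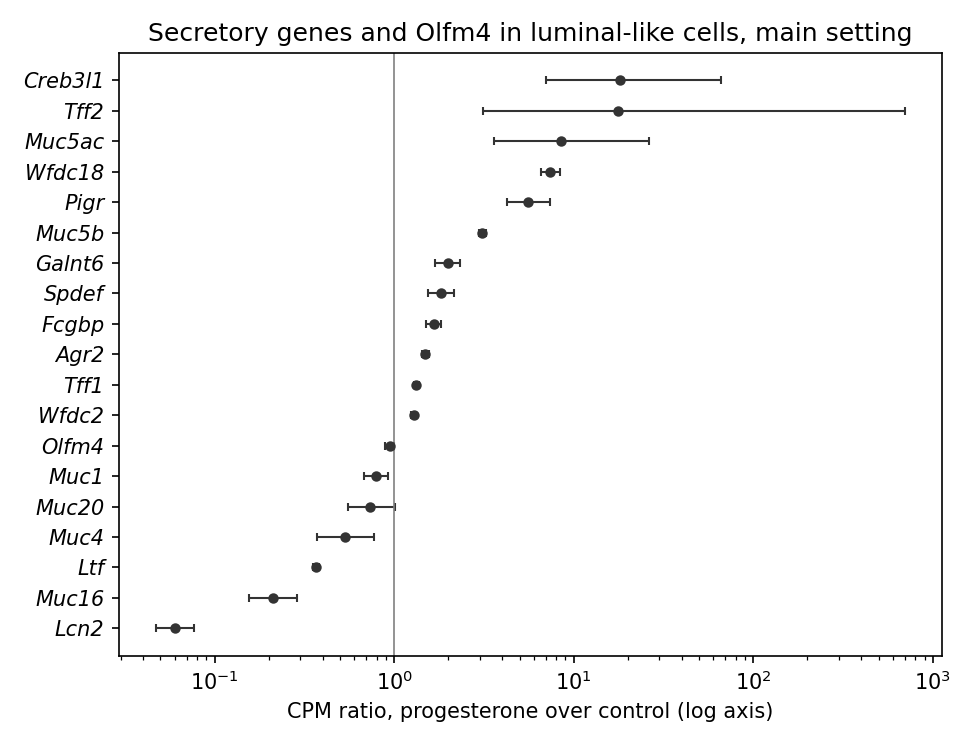
Ratio of progesterone over control CPM (log axis) in luminal-like cells for the secretory genes and Olfm4, with 95% exact conditional binomial intervals. Muc5b lies at 3.09 and Olfm4 at 0.947.

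The other lists in luminal-like cells moved in both directions. The 5 progenitor genes had a median log2 ratio of 1.08 (percentile 99.5), with Sox9 at a ratio of 5.86 [2.49 to 18.2] on 5 control UMIs and Lrig1 at 5.26 [2.23 to 16.3] on 5. The 4 steroid receptor genes had a median of 0.85 (percentile 99.4), with Pgr at 1.98 [1.42 to 2.84] and Esr1 at 1.20 [1.01 to 1.45]. The 4 progesterone response genes had a median of 0.22 (percentile 58.8), and Fkbp5 rested on 3 control UMIs. The 8 estrogen response genes had a median of −0.89 (percentile 0.02), or −0.90 with genes at 0 counts set at their bound. The 8 proliferation genes had a median of −0.70 (percentile 0.36), the 3 cornified genes −3.85 (percentile 0) and the 5 hyaluronan and matrix genes 0.73 (percentile 92.2), or 0.53 with genes at 0 counts at their bound. The proliferation median turned to 0.20 when clusters 11 and 16 were counted as luminal-like, and the progesterone response median to −0.38 without doublet removal.

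By the fixed naming rule, the luminal-like genes highest in the progesterone library were Prap1, Gp2, Clca1, Scgb3a1 and Aqp8. Prap1 had 1 control and 19954 progesterone UMIs, and 99.1% of the latter came from the 38 cells of cluster 23. Without that cluster the Prap1 ratio was 15.5 [2.76 to 618]. Gp2 was 58.3-fold [22.7 to 214] and Clca1 22.3-fold [19.2 to 26.0] higher, with 97.0% and 91.8% of their progesterone UMIs in cluster 15. Scgb3a1 and Aqp8 had 0 control UMIs and were at least 23.4-fold and 20.3-fold higher against a floor of 3 counts. The genes lowest in the progesterone library were Cnfn, Spink12, Spink5, Psca and Sprr2f. Cnfn had 165 control and 0 progesterone UMIs and was at least 659-fold lower against the same floor. Spink12 was 1120-fold [434 to 4131] lower on 4 progesterone UMIs, Spink5 99.4-fold [84.2 to 118], Psca 87.8-fold [76.3 to 101] and Sprr2f 44.6-fold lower. Cluster 14 held from 69.2% of the control Spink12 UMIs to 100% of those of Cnfn, so these genes follow the make-up of clusters that come mostly from 1 library.

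In squamous-like cells, 16 secretory genes had a median log2 ratio of 0.79 (percentile 100) and a mean of 0.42, with 9 higher and 7 lower. Wfdc2 was 4.61-fold [4.45 to 4.79] higher with progesterone. Muc5b rose from 5.09 CPM [4.01 to 6.37] to 117 [113 to 122], and the thinned share of squamous-like cells with Muc5b from 0.483% to 11.3%, unthinned from 0.956% to 22.3%. In the same progesterone library Muc5b stood at 166 CPM in macrophage-like, 251 in neutrophil-like, 210.4 in fibroblast-like, 574 in erythrocyte-like and 1024 in endothelium-like cells. Macrophage-like cells had a thinned Muc5b share of 9.21% at a median of 2625 UMIs and fibroblast-like cells of 13.8% at 2670, with 38 and 47 cells left out. The squamous Muc5b share lay within the intervals of those classes, but within squamous-like cells the Muc5b level was 55.7 CPM [51.9 to 59.7] in basal and 226 [216 to 236] in suprabasal cells, so an even background does not account for all of it. The 47 squamous-like cells with at least 10 Muc5b UMIs, a limit chosen after the values were seen, held 53.4% of the squamous Muc5b UMIs, and 45 of them were suprabasal cells. Such cells were also found elsewhere: 1 of 114 macrophage-like cells held 50.9% of the Muc5b UMIs of its class, 2 of 127 fibroblast-like cells 67.4%, 1 of 62 endothelium-like cells 85.0% and 12 of 145 erythrocyte-like cells 81.3%, and 0 of 443 neutrophil-like cells had as many. The secretory median was 2.14 in neutrophil-like cells (7 genes) and 2.82 in macrophage-like cells (4 genes), but −0.038 with a mean of 0.81 in fibroblast-like cells (5 genes), which differ in sign.

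The 4 steroid receptor genes had a squamous median of 0.87 (percentile 99.7). Esr1 was 1.81-fold [1.70 to 1.93] and Pgr 1.502-fold [1.36 to 1.66] higher, but Pgr turned to −0.079 on the log2 scale under the stricter cell filter and to −0.021 without doublet removal. The 6 progesterone response genes had a median of 0.55 (percentile 82.8) and a mean of −0.06, which differ in sign, and without a low-count filter the median was −0.88. Of that list Fkbp5 was 2.09-fold [1.49 to 2.99] and Tsc22d3 3.97-fold [3.17 to 5.02] higher. The 8 estrogen response genes had a median of −1.41 (percentile 0), with Sprr2f fallen by 4.71 on the log2 scale and Greb1 2.37-fold [2.05 to 2.76] higher. Each planned relabelling of the cells brought the estrogen response median nearer to no change, with values given below, and without a low-count filter it was −0.027. Cluster 8, with 952 control and 41 progesterone cells and Sprr2f among its leading genes, is part of the squamous-like cells. The 10 proliferation genes had a median of −0.92 (percentile 0.01), with Mki67 at a ratio of 0.516 [0.481 to 0.554]. The 6 cornified genes had a median of −2.47 (percentile 0), the 6 progenitor genes 0.19 (percentile 52.5) and the 6 hyaluronan and matrix genes 0.65 (percentile 89.3). These medians pool basal and suprabasal cells, whose shares differed between the libraries. Taken apart, the progenitor median was 0.08 in basal and −0.46 in suprabasal cells (percentiles 63.8 and 3.89). Estrogen response stood at −0.43 and −1.24 (percentiles 6.19 and 0) and proliferation at −2.16 and −0.85 (percentiles 0 and 0.04). Only the progenitor list differed in sign between basal and suprabasal cells. The median of all 12740 squamous genes was 0.12.

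In basal cells the naming rule gave Cldn10, at 36.1-fold [16.5 to 98.4], Sv2b, Slc14a1, Smoc2 and Ntrk2 as higher with progesterone. Sprr2a3, at 40.4-fold [31.4 to 52.5], Spink5, Nt5dc2, Hist1h2ab and Mthfd2 were lower. In suprabasal cells Timp3 was 141-fold [82.0 to 265] higher, ahead of Sv2b, Cldn10, Etv1 and Adh1. Mt4 had 1328 control and 0 progesterone UMIs and was at least 430.3-fold lower against a floor of 3 counts, ahead of Sprr2d, Spink12, Krt16 and Ndufa4l2. These suprabasal genes may follow the make-up of clusters that come mostly from 1 library. Cluster 0 had 175 control and 1272 progesterone cells, cluster 7 had 379 and 16 and cluster 8 had 952 and 41. The UMIs of these genes were not divided by cluster, and Sv2b and Cldn10 were also higher in basal cells. Of the basal clusters, cluster 9 had 100 and 1291, cluster 5 469 and 1560 and cluster 12 192 and 190 cells. In suprabasal cells the 5 progesterone response genes had a median log2 ratio of 0.01 and a mean of −1.46, which differ in sign.

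In neutrophil-like cells Gdpd3 was 9.67-fold [4.30 to 27.0] higher with progesterone, followed by Rsad2, Oasl1, Isg15 and Pfn1, while Cxcl3, at 3.08-fold [2.43 to 3.91], Cxcl2, Thbs1, Cdkn1a and P4hb were lower. In macrophage-like cells Retnla was 27.3-fold [18.5 to 42.0] higher, followed by Cd72, Apoe, Slamf9 and Ms4a7, and Spp1, at 8.03-fold [5.60 to 11.9], Ccl17, AA467197, Mif and Ctsd were lower. In fibroblast-like cells Ctla2a rose from 1 to 2638 UMIs, a ratio of 593 [106 to 23430], and Des, Myh11, Tpm2 and Tagln were also higher. Myh11 turned to −2.13 on the log2 scale at Leiden resolution 2, and Myh11, Tpm2 and Tagln turned to −5.54, −1.21 and −3.42 when each library was clustered apart. Under both alternatives a cluster led by Acta2, Tagln and Myh11 stood apart from the fibroblast-like cells. The fibroblast-like cluster reported here scored 7.08 for fibroblast and 5.15 for smooth muscle markers, with Acta2 among its top 10 genes. Smooth muscle cells may thus be part of this class. Mgp, at 5.22-fold [4.52 to 6.03], Apod, Fbln1, C3 and Apoe were lower in progesterone fibroblast-like cells.

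To ask what goes with Olfm4 among luminal-like cells, cells with at least 2 Olfm4 UMIs were compared with cells that had none, within each library. The control library gave 102 positive and 83 negative cells, with median depths of 4096 and 2119 UMIs, and 28 cells in between were left out. The progesterone library gave 875 and 790 cells, with medians of 4754 and 5155 UMIs, and left out 168. Both contrasts may also set kinds of luminal-like cells against each other, which was not tested. A reclustering given below put 65 control cells in sub-cluster 2, with 331 CPM of Olfm4 and 23.6 of Muc5b over its 71 cells. Sub-cluster 0, with 132 control cells, had 2312 and 3218 CPM. The 38 progesterone cells of cluster 23, whose leading genes include C3 of the estrogen response list, had 0 Olfm4 UMIs and were all negative. The log2 ratio of Muc5b, positive over negative, was 2.08 [1.87 to 2.29] in the control and 0.18 [0.16 to 0.20] in the progesterone library. The control value turned to −2.96 without doublet removal and −1.45 at Leiden resolution 0.5, while the progesterone value stayed between 0.13 and 0.49. The secretory list had a median of 1.18 in the control (15 genes, percentile 100) and 0.37 in the progesterone library (18 genes, percentile 99.99), and the control median turned to −0.24 without doublet removal. Agr2 had log2 ratios of 2.19 and −0.37, Spdef 1.18 and −0.35, and Pigr −1.28 and 2.02, so these 3 genes went in opposite directions in the libraries. That held for all 3 in none of the 6 relabellings: in the control Pigr turned positive in 4, with values from 0.19 to 1.14, and Agr2 turned negative in the other 2, at −2.77 and −1.83.

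The rule for genes that moved alike in both libraries gave S100a6, Clca1, Ltf, Tgm2, Fcgbp, Tff1, Nccrp1, Lypd2, Ppl and Evpl as higher in Olfm4-positive cells. S100a6 was 3.19-fold [2.91 to 3.50] higher in the control and 2.88-fold [2.69 to 3.09] in the progesterone library, and Clca1 3.58-fold [2.28 to 5.88] and 3.69-fold [3.60 to 3.77]. Ifitm3, Rack1, Eef1b2, Ifitm2 and Mif were lower, with Ifitm3 at ratios of 0.409 [0.328 to 0.510] and 0.549 [0.521 to 0.577]. Of these 15 genes, 7 turned in the control library without doublet removal, Tff1 to −5.65 on the log2 scale, and Ltf turned to −0.26 under the stricter cell filter. In the progesterone library the proliferation list had a median of 1.07 (7 genes, percentile 99.99), the progesterone response list −1.14 (4 genes, percentile 0.04), the estrogen response list −0.55 (8 genes, percentile 0), the progenitor list 0.10 (5 genes), the steroid receptor list 0.02 (4 genes) and the matrix list −0.28 (5 genes). A reclustering given below put the proliferation list at 861 CPM in sub-cluster 1, with 43 progesterone cells. It stood at 31.1 CPM or less in the other sub-clusters led by progesterone cells. A few cycling cells may thus carry the proliferation median, and their division between positive and negative cells was not examined. In the control library the estrogen response list had a median of 0.63 (6 genes, percentile 97.7), and the steroid receptor list −0.44 with a mean of 0.62 (3 genes), which differ in sign. The other lists of the control contrast, and the cornified list of the progesterone one, had fewer than 3 genes with enough UMIs.

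The share of cells with at least 2 UMIs of the proliferation list after thinning was 14.1% [12.7 to 15.6] of control and 5.50% [4.83 to 6.23] of progesterone squamous-like cells, with 545 and 305 cells left out. Unthinned shares were 17.2% and 8.29%. Among basal cells it was 38.2% [33.4 to 43.2] and 5.67% [4.84 to 6.59], or 25.1% and 8.29% unthinned, with 366 and 253 cells left out. Among suprabasal cells it was 2.80% [1.99 to 3.83] and 1.72% [1.08 to 2.59], or 5.05% and 4.29% unthinned, with 150 and 48 left out. These thinned intervals overlap, but under 5 of 10 alternatives, all of them relabellings, they lay apart with the control higher. Among luminal-like cells 3 of 147 control cells (2.04% [0.423 to 5.85]) and 9 of 1575 progesterone cells (0.571% [0.262 to 1.08]) were cycling, and these intervals overlap. They lay apart, with the control higher, under 2 of 11 alternatives: unthinned, at 4.69% and 1.47%, and thinned to 4000 UMIs, at 8.22% and 1.25%. With 4 UMIs required the shares were 0 and 0.19%. The control basal share moved from 18.2% to 70.6% between thinning to 1000 and to 4000 UMIs, and stayed above the progesterone share in each of the 10 alternatives that can change it. Thinning cannot raise a cell's count, so the rise from 25.1% unthinned to 38.2% came from leaving out 366 of 761 control basal cells. Of progesterone basal cells 253 of 3041 were left out. The size of the thinned basal gap thus depends in part on which cells were deep enough.

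Reclustering the luminal-like cells without the list genes gave 12 sub-clusters. Each took at least 91.5% of its cells from 1 library, so none allowed a comparison of the libraries within it. Sub-cluster 11, with 61 progesterone cells, was led by macrophage genes such as Cd74, C1qa and Lyz2, beside 1579 CPM of Olfm4 and 9067 CPM of Muc5b. It may thus hold more than luminal cells, which was not tested. Olfm4 was highest in sub-cluster 6 with 3961 CPM [3804 to 4123], where Muc5b stood at 14489 CPM [14187 to 14797], and in sub-cluster 10 with 3552 CPM [3452 to 3655], where Muc5b stood at 4095 CPM [3987 to 4206]; both held progesterone cells only. Sub-cluster 5 had 14188 CPM of Muc5b beside 1532 CPM of Olfm4 [1479 to 1587]. Sub-cluster 0, with 132 control cells, had 2312 CPM of Olfm4 [2187 to 2442] and 3218 CPM of Muc5b [3070.4 to 3371]. Its leading genes included Spink5, Spink12, Krt6b and Krt14, and Krt5 stood at 3065 CPM and Krt13 at 6572 CPM, beside Krt8 at 3829 CPM. Over all luminal-like cells Krt5 stood at 2761 CPM in the control and 528 in the progesterone library, and Krt8 at 3073 and 881 CPM. Control luminal-like values thus come from cells with squamous as well as luminal keratins.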

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

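The tests chosen only after the result was seen were those of doublets in cluster 6, of missing nuclei in cluster 10 and of class naming for C3 and Wfdc18; the others in this part were written before their result was seen.

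Clusters 6, 10 and 22 had no class name and took part in no comparison of classes, yet each held a larger share of progesterone than of control cells, which is why they were examined. Cluster 6 held 23 control cells, 0.502% [0.319 to 0.753], and 319 progesterone cells, 3.73% [3.34 to 4.16]. Its leading genes were macrophage genes such as Cd74 and C1qb, beside Krt5. Doublets of a macrophage and a squamous cell would hold at least as many UMIs as single macrophages, but the progesterone droplets held a median of 1114 UMIs against 2625 in macrophage-like cells, a ratio of 0.424. Free squamous RNA spread evenly would give keratin UMIs near those of neutrophil droplets, but cluster 6 had 29.4 per droplet against 1.89, a ratio of 15.5. Both explanations are argued against as the whole cause. Macrophages that took up squamous material, or fragments attached to them, stay open and were not tested. A response to the hormone treatment also stays open, since treatment and library are the same split.

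Cluster 10 held shallow droplets, 171 in the control, 3.73% [3.20 to 4.32], and 827 in the progesterone library, 9.68% [9.06 to 10.3]. If they were fragments without a nucleus, the nuclear RNAs Malat1, Neat1 and Xist would stand at 0.25 or less of their squamous level. In the progesterone droplets they stood at 0.219 [0.214 to 0.225] of it, which is consistent with fragments, and in the control droplets at 1.04 [1.01 to 1.08], which argues against it there. This test was first written for both libraries together, and in that form it failed; it was divided by library after the values had been seen. Empty droplets filled from 1 pool of free RNA would have Muc5b, Tff1 and Agr2 UMIs spread as chance gives, but their dispersion index over the progesterone droplets was 17.3, which argues against a single pool. The cluster may thus hold different material in the libraries. A difference in tissue handling between the libraries was not tested, and a biological explanation stays open for the same reason as above.

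Cluster 22 held 2 control cells, 0.0437% [0.00529 to 0.158], and 33 progesterone cells, 0.386% [0.266 to 0.542], led by interferon genes such as Ifit3, Isg15 and Rsad2. Doublets with an immune cell would bring leukocyte genes, but these stood at 0.00184 [0.000674 to 0.00400] of their level in macrophage-like and neutrophil-like cells, which argues against doublets. An interferon response across the progesterone library was tested with a second list of 9 interferon genes outside cluster 22. Its median log2 ratio was 0.44 [−0.29 to 1.17] in luminal-like cells (7 genes), 0.64 [0.46 to 1.26] in squamous-like cells (8 genes) and 2.10 [1.16 to 3.22] in neutrophil-like cells (5 genes). The lowest of the 3, 0.44, has an interval that includes 0, so a response of the whole library and one of some cells cannot be told apart. Whether such a response may come from the treatment or from 1 of the pooled mice is open, because mice were pooled.

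C3 and Wfdc18 moved in opposite directions in luminal-like and squamous-like cells, which drew attention to them; the difference between the classes was not tested. The log2 ratio of C3 was 2.04 in luminal-like and −2.35 in squamous-like cells. In 3 of 5 planned relabellings C3 lost its opposite directions, and in the other 2 they were swapped, with −1.24 in luminal-like and 0.89 in squamous-like cells under the stricter cell filter and −1.04 and 0.76 at Leiden resolution 2. The pattern may thus come from how the cells were named. The log2 ratio of Wfdc18 was 2.89 and −3.09. It lost its opposite directions in 1 of 5 relabellings, under the stricter cell filter, so for Wfdc18 naming and a difference between the cell types cannot be told apart: 4 relabellings kept the signs, but the luminal-like value fell to 0.033 at Leiden resolution 2, with an interval that includes 0, and all used the same libraries. Free RNA adds to both classes and was not tested for these genes.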

How the results depend on the processing

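All alternatives of this part were planned except the pair that counts clusters 11 and 16 as luminal-like or takes luminal cells by Krt8 and Krt18, which were chosen after seeing the data. No paired analysis was possible because each group has 1 library and no result comes from a test. No threshold of a test could be crossed, so a result is followed by its direction and by whether it moved beyond its counting interval.

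Counting clusters 11 and 16 as luminal-like moves luminal-like values only and is not counted below for the shares, cycling and list medians of other classes. These results kept their direction under all alternatives that could change them. The luminal-like share was higher in the progesterone library under 7 alternatives, with control shares from 2.27 to 13.2% and progesterone shares from 20.3 to 36.7%. The basal-like share was higher with progesterone under 5, by 36.2 against 37.1% at the narrowest, where the intervals overlapped. Olfm4 over all analysed cells stayed higher with progesterone under the 2 alternatives that change which cells are analysed, at 94.95 against 398 CPM with the stricter cell filter and 96.2 against 426 CPM without doublet removal. Muc5b in luminal-like cells stayed higher under 8, with log2 ratios from 1.63 to 3.94. List medians that kept their sign under 10 or 11 alternatives were, in luminal-like and squamous-like cells, secretory (0.65 to 1.80 and 0.30 to 1.20), progenitor (0.066 to 1.67 and 0.021 to 0.63), steroid receptor (0.47 to 1.63 and 0.66 to 1.05), estrogen response (−1.45 to −0.02 and −1.49 to −0.027), cornified (−5.08 to −1.36 and −2.80 to −2.06) and hyaluronan and matrix (0.41 to 1.57 and 0.33 to 0.87). Squamous-like proliferation stayed between −1.48 and −0.74. Cycling shares of squamous-like, basal-like and suprabasal-like cells stayed higher in the control under 10 alternatives; the luminal-like one did so under 10 of 11 and not when 4 UMIs were required.

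Orders of class shares that turned around were those of squamous-like cells (5 of 5 alternatives), suprabasal-like (2), macrophage-like (2), fibroblast-like (1) and endothelium-like cells (1). The order of the shares with Olfm4 turned around in luminal-like cells under all 6 relabellings and in squamous-like cells when 2 Olfm4 UMIs were required. Under the stricter cell filter the name neutrophil-like fell on 1 cluster of 30 cells led by Tyrobp, Irf8 and Siglech, with no neutrophil marker among its top 10 genes, while the 348 cells led by S100a8 and S100a9 stayed unnamed as mixed. The neutrophil-like share and Olfm4 level there are thus not read as those of neutrophils. At Leiden resolution 0.5 the 952 cells led by S100a9 and S100a8 stayed unnamed too, which gave the shares of 0. Among 130 single-gene results followed, 1131 values gave 691 within the counting interval, 406 moved beyond it and 34 reversed. Those within it include values of other classes that counting clusters 11 and 16 as luminal-like cannot move. The reversals came from relabelling the cells: 6 under the stricter cell filter, 10 without doublet removal, 5 each at Leiden resolutions 0.5 and 2 and with the libraries clustered apart, and 3 with clusters 11 and 16 counted as luminal-like. Scaling moves all genes of a class together: leaving out the top genes raised every log2 ratio by 0.16 in luminal-like, 0.18 in squamous-like and basal-like, 0.14 in suprabasal-like and 0.11 in fibroblast-like cells. TMM factors raised them by 0.11 in basal-like and 0.31 in fibroblast-like cells and shifted suprabasal-like ones by −0.14. No reversal of a single gene came from TMM scaling, from leaving out top genes, from the mean of each cell's CPM, or from the thresholds and thinning of the Olfm4 contrast. Thinning to 2000 UMIs left 147 of 213 control luminal-like cells, and 7 of 79 fibroblast-like and 5 of 43 endothelium-like control cells. Neutrophil-like cells kept 1 control and 9 progesterone cells, so their thinned shares are not read. Luminal-like sub-clusters numbered 9 to 19 under 4 alternatives, and those with at least 90% of their cells from 1 library numbered 13 of 14 under the stricter cell filter, 17 of 19 at Leiden resolution 2 and all of them otherwise. Sub-clusters with the libraries clustered apart were not run, since each would hold 1 library by construction. No value could be had for Olfm4 in neutrophil-like cells at Leiden resolution 0.5 or in control erythrocyte-like cells with the libraries clustered apart, where no cluster had the name. In the latter case a control cluster of 44 cells led by hemoglobin genes stayed unnamed as mixed, for its Krt5. A value was also missing for Muc5b without the 20 top genes, being 1 of them. The luminal-like progesterone response, proliferation and cornified lists had none with at least 100 UMIs required, for want of genes.

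The values below are those that moved beyond their counting interval or reversed. Where a pair is given, the control value comes before the progesterone value, and log2 ratios are progesterone over control. A class share of 0 means that no cluster had that name, and the cycling share of 0 allows up to 2.04%. For all of these the cause was not tested, apart from thinning and UMI thresholds, which change shares by their construction, and the control Olfm4 level, which follows the cells named luminal-like.

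Shares of cells under the strict cell filter were luminal-like 13.2 and 24.4%, squamous-like 46.8 and 56.1%, basal-like 28.5 and 46.3%, suprabasal-like 8.19 and 9.79%, neutrophil-like 0.675 and 0.116%, macrophage-like 4.90 and 2.49%, fibroblast-like 0.969% (control) and endothelium-like 0.617% (control). Olfm4 levels under the strict cell filter were luminal-like 627 and 1381 CPM, squamous-like 1.18 and 8.15 CPM, suprabasal-like 2.18 and 5.83 CPM, neutrophil-like 0 and 0 CPM, erythrocyte-like 0 and 36.7 CPM, basal-like 0.738 CPM (control), fibroblast-like 20.3 CPM (control), endothelium-like 317 CPM (progesterone) and all analysed cells 398 CPM (progesterone). Luminal-like log2 ratios under the strict cell filter were 1.14 for Olfm4 and 3.07 for Muc5b. Luminal-like list medians under the strict cell filter were 1.21 for secretory, 0.33 for progenitor, 1.49 for steroid receptor and −1.24 for estrogen response. Squamous-like list medians under the strict cell filter were 1.16 for secretory, 0.51 for progenitor, 0.66 for steroid receptor, 1.04 for progesterone response, −0.43 for estrogen response, −1.39 for proliferation and 0.48 for hyaluronan and matrix. Shares with Olfm4 under the strict cell filter were luminal-like 35.4 and 43.2% and squamous-like 0.154% (control). Cycling shares under the strict cell filter were squamous-like 22.1% (control), basal-like 28.7% (control) and suprabasal-like 0.692% (progesterone). Under the strict cell filter, Olfm4-positive over negative log2 values were Muc5b 3.50 and 0.49 and the secretory list 0.84 and 0.84. Single genes reversed in the control contrast under the strict cell filter, namely Ltf at −0.26 and Pigr at 0.61. Log2 ratios between the libraries that reversed under the strict cell filter were −0.13 for Wfdc18 and −1.24 for C3 in luminal-like cells and −0.079 for Pgr and 0.89 for C3 in squamous-like cells.

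Shares of cells without doublet removal were luminal-like 2.27 and 23.3%, squamous-like 25.7 and 49.9%, suprabasal-like 8.49 and 3.97% and macrophage-like 4.47 and 5.12%. Olfm4 levels without doublet removal were luminal-like 280.1 and 1512 CPM, squamous-like 6.12 and 14.3 CPM, suprabasal-like 5.58 and 8.36 CPM, basal-like 15.4 CPM (progesterone), fibroblast-like 110.0 CPM (progesterone), endothelium-like 369 CPM (progesterone), erythrocyte-like 263 CPM (progesterone) and all analysed cells 426 CPM (progesterone). Luminal-like log2 ratios without doublet removal were 2.43 for Olfm4 and 3.94 for Muc5b. Luminal-like list medians without doublet removal were 1.80 for secretory, 0.47 for steroid receptor, −0.38 for progesterone response, −0.020 for estrogen response, −1.65 for proliferation and −1.36 for cornified. Squamous-like list medians without doublet removal were 1.11 for secretory, 1.35 for progesterone response, −0.28 for estrogen response, −1.48 for proliferation and 0.87 for hyaluronan and matrix. Shares with Olfm4 without doublet removal were luminal-like 25.8 and 49.0%. Cycling shares without doublet removal were suprabasal-like 5.07 and 0.551% and squamous-like 22.4% (control). Without doublet removal, Olfm4-positive over negative log2 values were Muc5b 0.27 (progesterone) and reversed to Muc5b −2.96 (control) and the secretory list −0.24 (control). Single genes reversed in the control contrast without doublet removal, namely S100a6 at −0.18, Clca1 at −2.58, Tff1 at −5.65, Ifitm3 at 0.65, Eef1b2 at 0.082, Ifitm2 at 0.47, Mif at 0.52 and Agr2 at −2.77. Log2 ratios between the libraries that reversed without doublet removal were −0.021 for Pgr and 0.58 for C3 in squamous-like cells.

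Shares of cells at Leiden resolution 0.5 were basal-like 19.2 and 40.2%, suprabasal-like 12.1 and 11.7%, neutrophil-like 0 and 0%, luminal-like 2.93% (control), squamous-like 31.3% (control) and macrophage-like 4.85% (progesterone). Olfm4 levels at Leiden resolution 0.5 were suprabasal-like 7.83 and 13.2 CPM, luminal-like 512 CPM (control) and squamous-like 6.20 CPM (control). Luminal-like log2 ratios at Leiden resolution 0.5 were 1.69 for Olfm4 and 3.46 for Muc5b. Luminal-like list medians at Leiden resolution 0.5 were 1.79 for secretory, −0.44 for estrogen response, −1.41 for proliferation and −1.69 for cornified. Squamous-like list medians at Leiden resolution 0.5 were 1.10 for secretory, 0.51 for progenitor, 0.78 for steroid receptor, 1.45 for progesterone response, −0.20 for estrogen response and −1.43 for proliferation. Shares with Olfm4 at Leiden resolution 0.5 were luminal-like 36.2% (control). Cycling shares at Leiden resolution 0.5 were basal-like 33.1 and 6.66%, suprabasal-like 7.96 and 1.03% and squamous-like 21.0% (control). At Leiden resolution 0.5, Olfm4-positive over negative log2 values were the secretory list 0.091 (control) and Muc5b 0.25 (progesterone) and reversed to Muc5b −1.45 (control). Single genes reversed in the control contrast at Leiden resolution 0.5, namely Clca1 at −1.72, Tff1 at −1.17, Mif at 0.022 and Agr2 at −1.83. Log2 ratios between the libraries that reversed at Leiden resolution 0.5 were 0.66 for C3 in squamous-like cells.

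Shares of cells at Leiden resolution 2 were squamous-like 40.6 and 47.0%, suprabasal-like 11.3 and 5.37%, luminal-like 8.32% (control), basal-like 21.6% (control) and macrophage-like 2.40% (progesterone). Olfm4 levels at Leiden resolution 2 were squamous-like 6.52 and 13.5 CPM, basal-like 9.25 and 15.7 CPM, suprabasal-like 6.34 and 7.90 CPM and luminal-like 766 CPM (control). Luminal-like log2 ratios at Leiden resolution 2 were 1.12 for Olfm4 and 2.91 for Muc5b. Luminal-like list medians at Leiden resolution 2 were 1.16 for secretory, 1.44 for steroid receptor and −1.04 for estrogen response. Squamous-like list medians at Leiden resolution 2 were 0.63 for progenitor, 0.71 for steroid receptor, 1.18 for progesterone response, −0.37 for estrogen response and −1.33 for proliferation. Shares with Olfm4 at Leiden resolution 2 were luminal-like 34.9% (control). Cycling shares at Leiden resolution 2 were suprabasal-like 5.94 and 0.48%, squamous-like 23.2% (control) and basal-like 7.17% (progesterone). At Leiden resolution 2, Olfm4-positive over negative log2 values were Muc5b 3.23 and 0.15. Single genes reversed in the control contrast at Leiden resolution 2, namely Ltf at −0.23 and Pigr at 0.93. Log2 ratios between the libraries that reversed at Leiden resolution 2 were −2.13 for Myh11 in fibroblast-like cells, −1.04 for C3 in luminal-like cells and 0.76 for C3 in squamous-like cells. The luminal-like cells formed 19 sub-clusters at Leiden resolution 2.

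Shares of cells with the libraries clustered apart were luminal-like 12.5 and 20.3%, squamous-like 45.6 and 61.0%, basal-like 36.2 and 37.1%, suprabasal-like 9.41 and 13.3%, macrophage-like 4.96 and 1.78% and erythrocyte-like 0% (control). Olfm4 levels with the libraries clustered apart were luminal-like 581 and 1609 CPM, squamous-like 1.69 and 12.8 CPM, basal-like 1.82 and 13.6 CPM and suprabasal-like 1.41 and 14.1 CPM. Luminal-like log2 ratios with the libraries clustered apart were 1.47 for Olfm4 and 3.36 for Muc5b. Luminal-like list medians with the libraries clustered apart were 1.60 for secretory, 1.20 for steroid receptor, −0.67 for estrogen response and −1.37 for proliferation. Squamous-like list medians with the libraries clustered apart were 1.20 for secretory, 0.54 for progenitor, 0.75 for steroid receptor, 1.09 for progesterone response, −0.68 for estrogen response and −1.20 for proliferation. Shares with Olfm4 with the libraries clustered apart were luminal-like 29.6 and 49.3% and squamous-like 0.284% (control). Cycling shares with the libraries clustered apart were basal-like 19.7 and 8.00%, suprabasal-like 10.96 and 0.159% and squamous-like 17.8% (control). With the libraries clustered apart, Olfm4-positive over negative log2 values were Muc5b 3.34 and 0.28. Single genes reversed in the control contrast with the libraries clustered apart, namely Pigr at 1.14. Log2 ratios between the libraries that reversed with the libraries clustered apart were −5.54 for Myh11, −1.21 for Tpm2 and −3.42 for Tagln in fibroblast-like cells and −0.93 for C3 in luminal-like cells.

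Shares of cells with clusters 11 and 16 counted as luminal-like were luminal-like 12.9% (control). Olfm4 levels with clusters 11 and 16 counted as luminal-like were luminal-like 560.3 and 1598 CPM. Luminal-like log2 ratios with clusters 11 and 16 counted as luminal-like were 1.51 for Olfm4 and 3.38 for Muc5b. Luminal-like list medians with clusters 11 and 16 counted as luminal-like were 1.32 for secretory, 1.63 for steroid receptor, 0.20 for proliferation and −5.08 for cornified. Shares with Olfm4 with clusters 11 and 16 counted as luminal-like were luminal-like 29.5% (control). With clusters 11 and 16 counted as luminal-like, Olfm4-positive over negative log2 values were the secretory list 0.64 and 0.22 and Muc5b 3.03 (control). Single genes reversed in the control contrast with clusters 11 and 16 counted as luminal-like, namely Ltf at −0.23 and Pigr at 0.19. Log2 ratios between the libraries that reversed with clusters 11 and 16 counted as luminal-like were −0.81 for C3 in luminal-like cells. Shares of cells when cells with at least 3 UMIs of Krt8 and Krt18 among 2000 were taken as luminal were luminal-like 10.1 and 36.7%. These 2 alternatives were chosen after seeing the data.

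Squamous-like list medians under TMM scaling were −1.49 for estrogen response and −0.99 for proliferation. Olfm4 levels after leaving out mitochondrial and ribosomal protein genes and the 20 genes with most UMIs were luminal-like 2679 and 2843 CPM. Luminal-like log2 ratios after leaving out mitochondrial and ribosomal protein genes and the 20 genes with most UMIs were 0.086 for Olfm4. Luminal-like list medians after leaving out mitochondrial and ribosomal protein genes and the 20 genes with most UMIs were 0.89 for secretory and −0.73 for estrogen response. Squamous-like list medians after leaving out mitochondrial and ribosomal protein genes and the 20 genes with most UMIs were 0.97 for secretory, 1.05 for steroid receptor, −0.74 for proliferation and 0.83 for hyaluronan and matrix. Olfm4 levels from the mean of each cell's CPM were luminal-like 1582 and 1746 CPM. Luminal-like log2 ratios from the mean of each cell's CPM were 0.14 for Olfm4. Luminal-like list medians from the mean of each cell's CPM were 0.71 for secretory, −0.71 for estrogen response and −1.39 for proliferation. Squamous-like list medians from the mean of each cell's CPM were 0.78 for steroid receptor and 0.47 for hyaluronan and matrix. Luminal-like list medians without a low-count filter were 0.066 for progenitor and −1.45 for estrogen response. Squamous-like list medians without a low-count filter were −0.027 for estrogen response and 0.33 for hyaluronan and matrix. The squamous-like median of the progesterone response list reversed without a low-count filter, to −0.88. Luminal-like list medians with at least 100 UMIs required of a gene were −1.45 for estrogen response. Squamous-like list medians with at least 100 UMIs required of a gene were 0.30 for secretory.

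Shares with Olfm4 after thinning to 1000 UMIs were luminal-like 47.8 and 44.5% and squamous-like 0.383 and 1.07%. Cycling shares after thinning to 1000 UMIs were squamous-like 8.61 and 4.15%, basal-like 18.2 and 4.55% and suprabasal-like 1.75 and 1.00%. Shares with Olfm4 after thinning to 4000 UMIs were squamous-like 1.43 and 2.57% and luminal-like 74.0% (control). Cycling shares after thinning to 4000 UMIs were luminal-like 8.22 and 1.25%, squamous-like 20.2 and 7.75%, basal-like 70.6 and 8.64% and suprabasal-like 4.05 and 2.61%. Shares with Olfm4 without thinning were squamous-like 1.77 and 4.44% and luminal-like 56.9% (progesterone). Cycling shares without thinning were squamous-like 17.2 and 8.29%, basal-like 25.1 and 8.29%, suprabasal-like 5.05 and 4.29% and luminal-like 1.47% (progesterone). Shares with Olfm4 when 2 Olfm4 UMIs were required were luminal-like 46.9 and 42.9% and squamous-like 0.263 and 0.0717%. Cycling shares when 1 proliferation UMI made a cell cycling were squamous-like 21.5 and 9.78%, basal-like 45.1 and 10.1%, suprabasal-like 7.52 and 4.996% and luminal-like 2.92% (progesterone). Cycling shares when 4 proliferation UMIs were required were luminal-like 0 and 0.19%, squamous-like 8.16 and 3.61%, basal-like 26.8 and 4.09% and suprabasal-like 1.11 and 0.703%. When 1 Olfm4 UMI made a cell positive, Olfm4-positive over negative log2 values were Muc5b 0.14 (progesterone). When 5 Olfm4 UMIs were required, Olfm4-positive over negative log2 values were Muc5b 2.46 and 0.25. With the compared cells thinned to 2000 UMIs, Olfm4-positive over negative log2 values were Muc5b 3.07 and 0.13 and the secretory list 0.22 (progesterone).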

Other observations

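The tests chosen only after the result was seen were those of the Olfm4 level against cell naming, of Olfm4 in neutrophils, of secretory genes in squamous cells, including its limits of 2-fold and of 4 between percents, and of how evenly Muc5b was spread over squamous cells; the urothelial and uterine tests were written before their results were seen.

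A candidate explanation for the like Olfm4 levels of luminal-like cells in both libraries is the choice of control cells. If so, the ratio would move by more than its counting interval when the named cells change. The lowest log2 ratio over the 5 planned relabellings was 1.12, against −0.08 [−0.16 to 0.00] with the names reported, while changes of scaling moved it less: TMM gave −0.076, leaving out top genes 0.086 and the mean of each cell's CPM 0.14, the last 2 beyond the interval. Of the 113 control cells of cluster 14, which carry most control Olfm4 UMIs, 15 stayed luminal-like without doublet removal and 35 at Leiden resolution 0.5. All 113 stayed so at resolution 2 and with the libraries clustered apart, where 187 and 242 of the 358 control cells of the Olfm4-poor cluster 11 joined them. The naming of cells thus may decide this value; whether a luminal cell holds more Olfm4 after the treatment is left open by it.

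Control neutrophil-like cells had an Olfm4 level of 91.7 CPM on 20 UMIs. Free RNA from luminal cells would bring Muc5b, Tff1 and Agr2 along, at 594 CPM for that much Olfm4, but they stood at 45.8 CPM, a ratio of 0.0772 [0.0370 to 0.142]. That argues against free luminal RNA as the source in the control library. The test was not run for progesterone neutrophil-like cells. They had 103 CPM of Olfm4 beside 251 CPM of Muc5b, 254 of Tff1 and 88 of Agr2, so free RNA stays open there. Expression by the neutrophils themselves may explain the control level and was not tested. No biological explanation was tested here.

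Secretory genes rose in progesterone squamous-like cells, where free luminal RNA is a candidate cause. It would put the rising genes at a like small percent of their luminal CPM. Among the 8 genes whose ratio had an interval above 2-fold, which leaves out Galnt6 at 1.228-fold, that percent ran from 0.685 for Tff1 to 13.8 for Wfdc2, a ratio of 20.1 between highest and lowest, which argues against free RNA as the only cause for the set. That rests on Wfdc2 and on Spdef at 6.41%. Muc5b at 1.47%, Agr2 at 1.81%, Muc5ac at 1.94%, Fcgbp at 2.41% and Creb3l1 at 2.42% lie nearer to Tff1. For these genes and Tff1 the percents alone leave free RNA open. Free RNA spread evenly over droplets would scatter Muc5b UMIs as chance gives, but their dispersion index over the progesterone squamous-like cells was 36.6, which argues against it as the whole cause. Squamous-like cells with fewer than 10 Muc5b UMIs held 0.293 per cell, 0.239 in basal and 0.425 in suprabasal ones, beside 0.226 in neutrophil-like, 0.361 in endothelium-like and 0.609 in erythrocyte-like cells with fewer than 10. Erythrocyte-like droplets also held Krt5, so their value may not be free RNA alone. Free RNA thus stays open for the squamous-like cells with fewer than 10 Muc5b UMIs. For Agr2 this was not tested. Undetected doublets and misnamed luminal cells, or secretion by squamous cells, stay open for the 47 cells with more and were not tested. Expression of Wfdc2 by squamous cells under the treatment stays open and was not tested.

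Control luminal sub-cluster 2, with 65 control cells and 6 progesterone cells, was led by genes that include Upk3a, a gene of the bladder lining. Urothelial cells would have other uroplakin genes at 10 times or more their level in the other control luminal cells. Upk1a, Upk1b, Upk2 and Krt20 together stood at 5.41 [4.21 to 6.97] times that level, so the limit written for this test was not reached. Upk1a had 875 against 141 CPM, Upk1b 75.8 CPM against 0 UMIs and Upk2 62.0 against 46.0 CPM, while Krt20 had 0 UMIs in both. The list's genes differ too much to decide, and urothelial cells may or may not be among them: the explanations cannot be told apart from these 4 genes, of which 2 were also read in the other luminal cells. For the control cells of the unnamed cluster 11 the same list stood at 0.209 [0.171 to 0.255] of the luminal level, which argues against urothelial cells there.

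Cluster 23, with 38 progesterone cells and no control cell, held most of the luminal Prap1 UMIs and had 0 Olfm4 UMIs, which allows up to 8.58 CPM by 3 counts. Uterine epithelial cells carried over at dissection are a candidate source. The 6 uterine genes Wnt7a, Foxa2, Calb1, Hoxa10, Hoxa11 and Emx2 together stood at 1.68 [1.36 to 2.06] times their level in the other progesterone luminal cells, below the limit of 4 written for this test. Calb1 had 189 against 0.115 CPM, but Foxa2 11.4 against 110.1 CPM. Wnt7a had 11.4 against 0.576 CPM and Emx2 74.3 against 58.9 CPM, and Hoxa10 and Hoxa11 had 0 UMIs in both. Members of the list go both ways, so uterine cells and a luminal state of the cervix cannot be told apart. Of the 6 genes 4 were also read in the other luminal cells.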
